# Long Noncoding RNA MEG3 Interacts with p53 Protein and Regulates Partial p53 Target Genes in Hepatoma Cells

**DOI:** 10.1371/journal.pone.0139790

**Published:** 2015-10-07

**Authors:** Juanjuan Zhu, Shanshan Liu, Fuqiang Ye, Yuan Shen, Yi Tie, Jie Zhu, Lixin Wei, Yinghua Jin, Hanjiang Fu, Yongge Wu, Xiaofei Zheng

## Abstract

Maternally Expressed Gene 3 (*MEG3)* encodes a lncRNA which is suggested to function as a tumor suppressor. Previous studies suggested that MEG3 functioned through activation of p53, however, the functional properties of MEG3 remain obscure and their relevance to human diseases is under continuous investigation. Here, we try to illuminate the relationship of MEG3 and p53, and the consequence in hepatoma cells. We find that transfection of expression construct of MEG3 enhances stability and transcriptional activity of p53. Deletion analysis of MEG3 confirms that full length and intact structure of MEG3 are critical for it to activate p53-mediated transactivation. Interestingly, our results demonstrate for the first time that MEG3 can interact with p53 DNA binding domain and various p53 target genes are deregulated after overexpression of MEG3 in hepatoma cells. Furthermore, results of qRT-PCR have shown that MEG3 RNA is lost or reduced in the majority of HCC samples compared with adjacent non-tumorous samples. Ectopic expression of MEG3 in hepatoma cells significantly inhibits proliferation and induces apoptosis. In conclusion, our data demonstrates that MEG3 functions as a tumor suppressor in hepatoma cells through interacting with p53 protein to activate p53-mediated transcriptional activity and influence the expression of partial p53 target genes.

## Introduction

ncRNAs are functional RNA molecules that are not translated into proteins, including transfer RNAs (tRNAs), ribosomal RNAs (rRNAs), microRNAs (miRNAs), small nucleolar RNAs (snoRNAs), Piwi-RNAs and long non-coding RNAs (lncRNAs) [1]. A growing number of literatures point to the critical regulatory role of ncRNAs in normal cellular physiological processes as well as the contribution of aberrant ncRNA expression to cancer biology [2]. Among them, lncRNAs which are widely distributed in mammals, are a class of RNA molecules with more than 200 nucleotides that function as RNAs with little or no protein-coding capacity [3]. Recently, researches demonstrated that lncRNAs played an important role in cell physiological activities, and participated in development of varieties of tumors and other diseases via multiple levels as epigenetics, transcription and post-transcription [4–7]. Deregulation of lncRNAs has been proposed to be involved in hepatocarcinogenesis, such as HEIH, HUCL, MVIH, H19, TUC338 and MEG3 [8–13].

*MEG3* is homologous with mouse maternally imprinted gene *Gtl2*, a maternally expressed imprinted gene first identified by Miyoshi N *et al*. in 2000 [14]. *MEG3* belongs to *DLK1-MEG3* imprinted region at chromosome 14q32.3 in human and transcripts an mRNA-like RNA with a length of ~1.6kb [15]. Due to the TATA box within the gene promoter and RNA transcript with a poly(A) tail, MEG3 is a target gene of RNA polymeraseⅡ [16]. Sixteen different variants generated via alternative splicing of 10 exons within *MEG3* gene have been proven, as sixteen human *MEG*3 cDNA isoforms have been reported. Among them, variant 1 (NR_002766), otherwise known as MEG3, is the predominant transcript [17, 18].

Previous reports demonstrated that MEG3 is highly expressed in normal human tissue. However, its expression is lost or decreases in major human tumors, such as meningioma, colon cancer, nasopharyngeal carcinoma, and leukemia [19]. Moreover, it has been reported that MEG3 functions as a tumor suppressor through activating p53 pathway [19–22]. P53 functions as a transcriptional factor through mediating tumor suppression. Previous data demonstrated that MEG3 is capable of inducing a significant increase in p53 protein level. However, the function of *MEG3* gene has not yet been completely understood, especially, little is known about how lncRNA MEG3 plays a regulatory role collaborated with p53. Here, we uncover a functional mechanism of MEG3 regulation via interacting with p53 protein to influence p53 target genes, and executing its tumor suppressor function.

## Materials and Methods

### Patients and Tumor samples

23 pairs of HCC samples and adjacent non-tumor tissues were obtained from surgical specimens at General Hospital of the People’s Liberation Army (Beijing, China) after informed consent. These samples used in this study have been described in previous publication [23]. Clear hepatocellular carcinoma was diagnosed histopathologically. All these specimens were snap-frozen in liquid nitrogen after excision. Clinical characteristics of the patients included in this study were in Table A in S1 File. This study was approved by the Ethics Committee of General Hospital of the People’s Liberation Army. Informed consent was obtained from each participant and the methods were carried out in accordance with the approved guidelines.

### Cell lines, Cultures and Luciferase reporter assay

HepG2, SK-Hep–1, HEK293, HCT116 cell lines were purchased by ATCC (Manassas, VA) and cultured in Dulbecco’s modified Eagle medium (DMEM) (GIBCOBRL, Grand Island, NY) supplemented with 10% fetal bovine serum, 100 U/mL penicillin and 100 μg/mL streptomycin in a humidified incubator at 37°C with 5% CO_2_. For luciferase assay, adherent cells in 24-well plates were cotransfected with 100 ng firefly luciferase reporter vector named pG13L (p53-responsive reporter plasmid, containing 13 repeats of p53-responsive element), 1 ng of control vector containing Renilla luciferase named pRL-TK and 300 ng pcDNA3.0-MEG3 or pcDNA3.0 using Lipfectamine 2000 (Invitrogen, Carlsbad, CA) as indicated. Luciferase activities were measured using dual luciferase assays (Promega, Madison, WI) 48h after transfection according to manufacturer’s instruction.

### Plasmid construction and Construction of hepatoma cell lines stably expressing MEG3

For the expression of MEG3, full-length Homo sapiens MEG3 sequences (NR_002766) were cloned into *Kpn*Ⅰ and *Xho*Ⅰ site of the pcDNA3.0 vector. pG13L vector was a gift from Professor Lingqiang Zhang of Beijing Institute of Radiation Medicine.

To obtain cell line stably expressing MEG3, the expression vector pcDNA3.0-MEG3 was transfected into Hep-SK–1 cells and screened with G418 (1000 μg/ml). QRT-PCR was performed to examine the high expression of MEG3 at the RNA level. The cell line with stably expressing empty vector pcDNA3.0 served as control.

### RNA extraction and Quantitative Reverse Transcription PCR

Total RNA from cells and 23 pairs of tissues were extracted using TRI regents (Sigma-Aldrich, St. Louis, MO) according to the manufacturer’s protocol. Reverse transcription was performed using 1 μg reverse transcription primes Odigo(dT) and 2μg total RNA in ImProm-II^TM^ Reverse Transcription System (Promega). Quantitative real-time PCR (qRT-PCR) was performed using SYBR Premix EX Taq^TM^ (TaKaRa, Dalian, China). Primers of MEG3 and other genes as well as glyceraldehydes-3-phosphate dehydrogenase (GAPDH) as control were presented in Table B in S1 File.

### Growth suppression assay

Growth suppression of hepatoma carcinoma cell line HepG2 by MEG3 was measured by cell proliferation assay and colony formation assay. The viability of cells in post-transfection was determined using Cell Counting Kit–8 (Dojindo, Japan). For colony formation assay, cells were harvested 24 hours post transfection and 2×10^3^ cells were seeded in 6-well culture plates in DMEM containing 10% FBS and 1000 μg/ml neomycin, and incubated for 1 week for proper colony formation. Thereafter, culture media was discarded and the cells were washed two times with cold PBS. Then, the cells were fixed by treatment with 95% ethanol for 15 minutes and stained with 0.1% crystal violet solution for 15 minutes.

### Flow-cytometric analysis of apoptosis

HepG2 cells transfected with pcDNA3.0 or pcDNA3.0-MEG3 after serum-starved for 24 hours were harvested by trypsinization. Following double staining with FITC-Annexin Ⅴ and Propidium isodide (PI), the cells were analyzed using flow cytometry (FACScan, BD, Biosciences). Cells were discriminated into four parts including viable cells, dead cells, early apoptotic cells, and apoptotic cells. This experiment was independently performed at least three times.

### RNA pulldown assay

Biotin-labeled lncRNA-MEG3 were *in vitro* transcribed with a Biotin RNA Labeling Mix (Roche, Indianapolis, IN) and the T7 RNA polymerase (Promega), be treated with RNase-free DNase I (Promega) and purified with MEGAclear^TM^ Kit (Ambion, Austin, USA). Five micrograms of biotinylated MEG3 RNA was heated to 70°C for 5 minutes, put on ice for 2 minutes, then supplied with RNA structure buffer (10 mM MgCl_2_, 10 mM Tris pH 7, 0.1 M KCl) and then shifted to room temperature (RT) for 20 minutes to allow proper secondary structure formation. 10^7^ HEK293 cell pellets were re-suspended in 1ml lysis buffer (150 mMKCl, 25 mMTris pH 7.4, 0.5 mM DTT, 0.5% NP40, 1 mM PMSF, RNase inhibitor (TaKaRa) and protease inhibitor (Roche Complete Protease Inhibitor Cocktail Tablets). Debris was pelleted after centrifugation at 12,000 RPM for 15min. 10μl of the lyses was transferred to a microfuge tube as 1% input sample. Folded RNA was mixed with 1ml lyses of 10^7^ cells extract in lysis buffer and incubated at RT for one hour. 20μl washed High Capacity Streptavidin Agarose Beads (Thermo, Rockford, IL) were added to the binding reaction and incubated for one hour at RT. Beads were washed two times in low salt wash buffer for 5 minutes with rotation, and two times in high salt wash buffer. Then, the beads were boiled in SDS buffer, and the associated protein was detected by western blot.

Recombinant GST-P53 was purified from BL21 bacterial using GST-agarose affinity chromatography. 2 μg of biotinylated RNA was incubated with 5μg of GST-P53 protein in 200μl binding buffer (50 mM TrisCl 7.9, 10% Glycerol, 100 mMKCl, 5 mM MgCl_2_, 10 mM β-ME, 0.1% NP–40) for one hour at RT. 20 μl washed High Capacity Streptavidin Agarose beads (Thermo) were added to each binding reaction and incubated at RT for 30 minutes, and then beads were washed two times in low salt wash buffer for 5 minutes with rotation, and two times in high salt wash buffer. Retrieved protein was detected by standard western blot technique.

### RNA immunoprecipitation

10^7^ cells were washed twice in PBS with PMSF and pelleted. The pellet was lysed in 1 ml of RIPA buffer (50 mM Tris, pH 7.4, 150 mM NaCl, 1 mM EDTA, 0.1% SDS, 1% NP–40, and 0.5% sodium deoxycholate, 0.5 mM DTT and 1 mM PMSF/cocktail), incubated at 4°C for 30 minutes with rotation. The lysate was obtained after centrifugation at 13,000 RPM for 15 minutes at 4°C. Two parts of 10 μl of the supernatant of lysate were removed as 1% input. One part was used to test the expression of RNA-binding protein of interest by western blotting. The other part was utilized to retrieve RNA for comparison in RT-PCR. 5~10μg antibody and equal negative control IgG of the same species were added and binding samples were incubated for at 4°C for 4 hours with rotation. Samples were washed two times in low salt wash buffer (RIPA buffer), two times in high salt wash buffer (50 mMTris, pH 7.4, 1 M NaCl, 1 mM EDTA, 0.1% SDS, 1% NP–40, and 0.5% sodium deoxycholate). 100 μl each out of 1ml of the beads suspension during the last wash was removed to test the efficiency of immunoprecipitation by western blotting. Remained beads and 1% input sample were treated with proteinase K buffer containing 117 μl of RIP wash buffer, 15 μl of 10% SDS, 18 μl of 10 mg/mL proteinase K at 55°C for 30 minutes with shaking to digest the protein. RNA samples were extracted with phenol and chloroform. Co-precipitated RNAs were detected by qRT-PCR.

### Western Blot

Western blot analysis was performed as described previously [24]. Briefly, cells were lysed in RIPA buffer supplemented with protease inhibitor cocktail (Roche) for 30 min on ice to extract total protein. Protein concentration was determined by BCA protein assay (Pierce, Rockford, IL). The protein samples were boiled in 1× sodium dodecyl sulfate buffer for 10 minutes. Protein with the same amount was subjected to sodium dodecyl sulfate-polyacrylamide gel electrophoresis and transferred onto poly-vinylidene fluoride membranes. The membranes were blocked with 5% skim milk, and probed with the antibody. It was visualized by enhanced chemiluminescence reagents super signal (Pierce). Mouse monoclonal anti-p53 antibody (sc–126; Santa Cruz, Santa Cruz Biotechnology, CA), mouse monoclonal anti-β-actin antibody (Proteintech, Proteintech group, USA), anti-GST antibody (MBL, Medical & Biological Laboratories Co., Japan), mouse monoclonal anti-FLAG antibody (MBL) were used for western blotting.

### Microarray analysis and computational analysis

Sample preparation and microarray hybridization were performed by Emei Tongde Bio-tech, Beijing P.R. China. The Illumina TotalPrep RNA Amplification Kit was used to for generating biotinylated, amplified RNA for hybridization with Human HT–12 V4.0 Expression Beadchip. After having washed the slides, the arrays were scanned using Illumina BeadChip Reader and data analyzed using Illumina BeadStudio software. Average was carriey for sample normalization. Sample intensities are scaled by a factor equal to the ratio of average intensity of virtual sample to the average intensity of the given sample. Background is subtracted prior to the scaling. Differentially expressed genes were identified through fold change filtering (Fold Change ≥ 2.0 or ≤ 0.5) and paired t-test (p < 0.01). The microarray data discussed in this paper has been deposited in NCBI Gene Expression Omnibus and the GEO accession number is GSE69916. Compared with 287 p53 target genes whose data come from transcriptional regulatory element database (TRED), we found 34 of these p53 target genes showed consequent changes in gene expression in stable cell line overexpressing MEG3 (Tables 1 and 2).

**Table 1:** Up-regulated p53 target gene in MEG3 microarray.

Gene Symbol	Log2 ratio(MEG3/pcDNA3.0)	Detection Pval
**LRIG1**	4.553059398	0
**IL6**	3.861707287	0
**EGR1**	3.134976596	0
**DDIT4**	3.035782246	0
**IL8**	2.832647013	0
**EEF1A2**	2.633989115	0.0013
**BTG1**	2.613107268	0
**ABCC3**	2.55841459	0.00002
**GDF15**	2.141727055	0
**CEBPA**	2.106515831	0.0026
**TGFA**	2.027331015	0
**SESN2**	1.946581156	0
**TP53INP1**	1.791814071	0
**TP53I11**	1.631709645	0.00729
**PRKAB1**	1.511265613	0
**GADD45A**	1.440580184	0
**IER3**	1.243608155	0
**BIRC3**	1.209765266	0
**IFI16**	1.190804468	0
**BIRC2**	1.16998912	0
**RRM2B**	1.144503259	0

**Table 2:** Down-regulated p53 target gene in MEG3 microarray.

Gene Symbol	Log2 ratio(MEG3/pcDNA3.0)	Detection Pval
**THBS1**	-1.122491311	0
**TK1**	-1.407363571	0
**CDC25C**	-1.629947344	0.00002
**CCNB1**	-1.632181656	0
**LIG1**	-1.768076127	0.0013
**TYMS**	-1.843215092	0
**EZH2**	-1.90671027	0
**MCM7**	-2.025617534	0.00206
**POLD1**	-2.149440579	0.0013
**BIRC5**	-2.173319325	0
**MCM2**	-2.178534676	0.0013
**PLK1**	-2.677610317	0.0013
**E2F2**	-3.54962012	0.0013

### Statistical analyses

All experiments were independently performed at least three times. The values are presented as mean ± SD. Differences were assessed by two-tailed Student’s *t*-test. Analysis was used Microsoft Excel 2008 software and GraphPad prism (prism 5 for windows). *P*<0.05 was considered statistically significantly.

## Results

### MEG3 enhances stability and transcriptional activity of p53

Previous studies suggested that MEG3 functioned as a tumor suppressor through activation of p53, leading to increase in p53 protein levels and stimulate p53-dependent transcription in colon and brain cancer cells [22]. To confirm the possibility that p53 may be involved in anti-proliferation function of MEG3 in hepatoma cells, we co-transfected a p53-responsive reporter plasmid (pG13L) with MEG3 expression vector into HepG2 cells. Results of luciferase assay revealed that MEG3 could enhance the transcriptional activity of p53 (Fig 1A). MEG3 contains three conserved motifs, designated as M1, M2 and M3 [16]. To validate the functional importance of these motifs, we generated a series of MEG3 deletion mutants. Each mutant was tested for its ability to activate p53-mediated transcriptional activity in luciferase reporter assay. As shown in Fig 1A, compared with full length of MEG3, each deletion mutants failed to stimulate the transcriptional activity of p53 transactivation in HepG2 cells, indicating that full length of MEG3 and intact structure are critical to activate the transcriptional activity of p53. Meanwhile, we also found that overexpression of MEG3 lead to an increased level of p53 protein in HepG2 (Fig 1B), but had no effect on the p53 transcript (data was not shown). Based on this observation, we speculated that enforced expression of MEG3 might affect the stability of the p53 protein. Then, we directly measured the stability of p53 protein under conditions where MEG3 was overexpressed by treating HepG2 cells and doxorubicin induced-HepG2 cells with cycloheximide in different time points and noted that overexpressed of MEG3 significantly stabilized p53 expression (Fig 1C and 1D).

**Fig 1:**
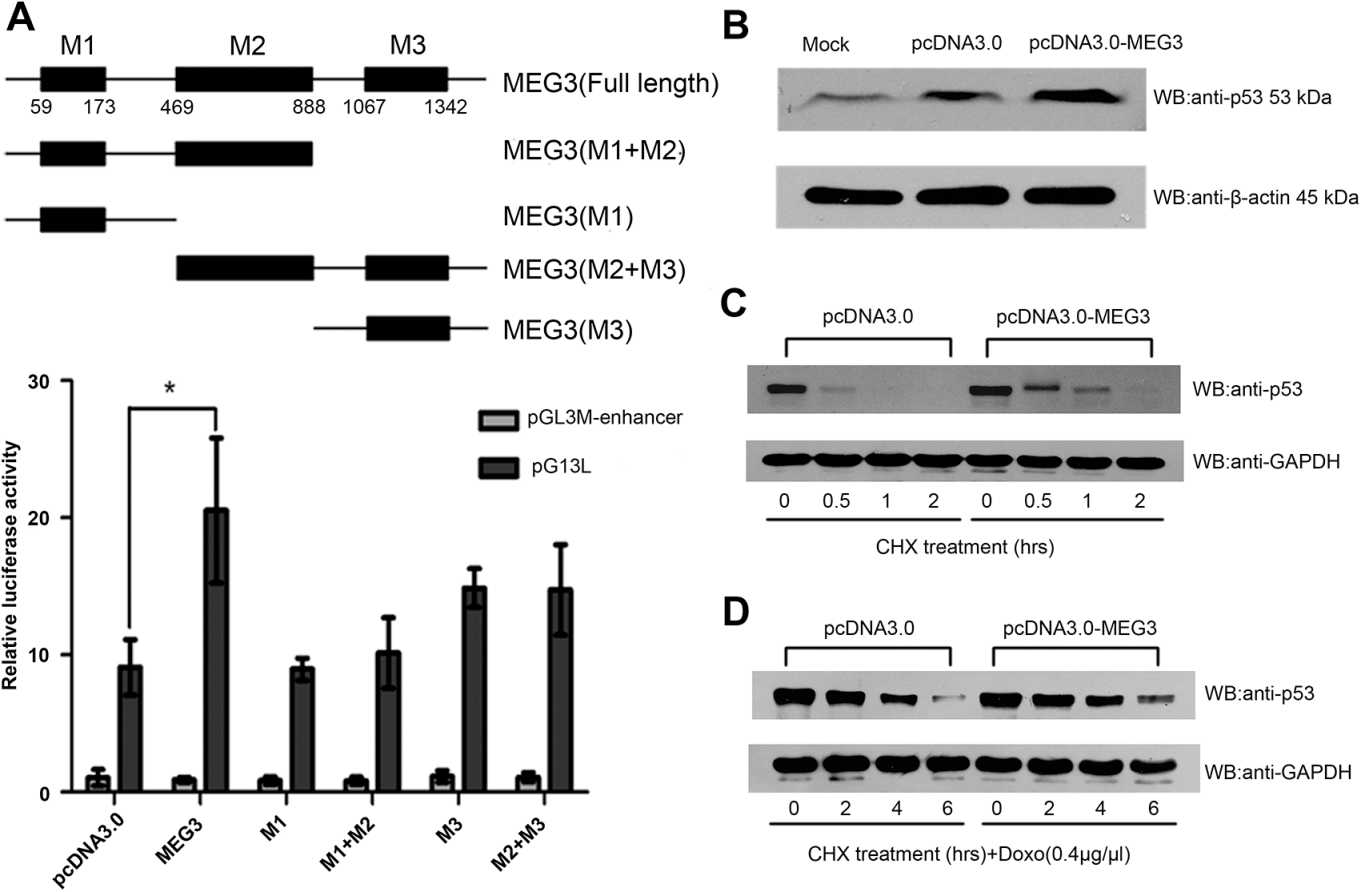
MEG3 enhanced stability and transcriptional activity of p53. (A) Reporter assays detected stimulation of p53-mediatd transactivation by MEG3 deletion mutants M1, M1+M2, M3, M2+M3 in HepG2 cells. The value are means of three independent experiments ±S.D, * P<0.05. (B) Cropped blots show the increased level of p53 protein 48h after transfection of the pcDNA-MEG3 in HepG2 cells. (C) Analysis of the effect of MEG3 overexpression on the half-life of p53. Cropped blots show the relative abundance of p53 after treated with translation inhibitor CHX for various amount of time in HepG2 cells (0, 0.5,1, 2h) overexpressing MEG3. (D) Analysis of the effect of MEG3 overexpression on the half-life of p53. Cropped blots show the relative abundance of p53 after treated with translation inhibitor CHX for various amount of time in doxo-induced HepG2 cells (0, 2,4, 6h)overexpressing MEG3.

### MEG3 interacts with p53 protein directly

Our results indicated that MEG3 could enhance stability and transcriptional activity of p53 in hepatoma cells. One important way that lncRNAs play their functions is to interact with certain critical proteins, which imply that MEG3 might affect p53 transcriptional activity and target gene expression via interacting with p53 protein. Therefore, RNA pulldown was performed to identify whether p53 protein was associated with lncRNA MEG3. As was shown in Fig 2A and 2B, purified biotinylated MEG3 RNA specifically retrieved p53 from HEK293 cell extract which was transfected with Flag-p53 expressing vector and from doxo-induced HepG2 cells extract. Further, biotinylated MEG3 bound to purified GST-p53 but not GST *in vitro* (Fig 2C). Results of RIP assay revealed that antibody against p53 could result in higher enrichment of MEG3 RNA in doxo-induced HepG2 cells, compared with the IgG control (Fig 2D). To further identify which domain of p53 is necessary for interacting with lncRNA MEG3, a series of vectors expressing p53 deletion mutants were constructed and RNA pulldown experiment was performed. The result showed that DBD of p53 was responsible for the direct association with MEG3 (Fig 2E). Moreover, in order to identify which domain of MEG3 is critical for the interaction, we used MEG3 deletion mutants to bind p53 and found that M3 domain is important for the interaction (Fig 2B). In summary, results of *in vivo* RIP and *in vitro* RNA pulldown demonstrated the direct interaction between p53 and MEG3.

**Fig 2:**
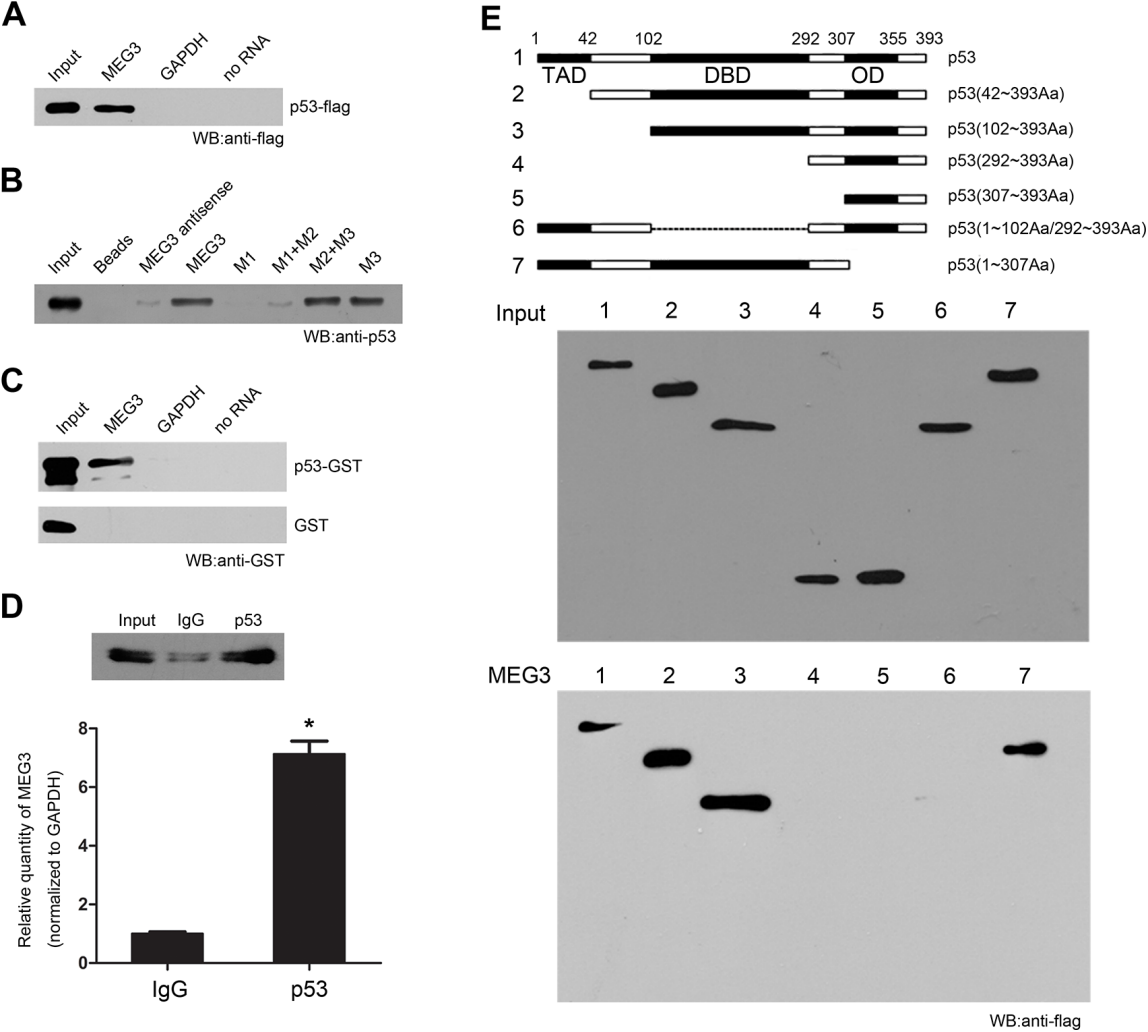
MEG3 interacted with p53 protein directly. (A) Western blot of p53 protein bound to in vitro transcribed biotinylated MEG3 incubated with HEK293 cell extract transfected with Flag-p53 vector. (B) Western blot of p53 protein bound to in vitro transcribed biotinylated MEG3 and deletion mutations RNA incubated with doxo-induced HepG2 cell extract (MEG3 deletion mutants M1, M1+M2, M3, M2+M3 are shown in Fig 1A). (C) In vitro transcribed biotinylated MEG3 retrieved purified GST-p53 but not GST. (D) RIP experiments were performed using an antibody against the p53 on extracts from doxo-induced HepG2 cells. The purified RNA was used for qRT-PCR, and the enrichment of the lncRNA MEG3 was normalized to GAPDH (upper, western blot of p53 protein after immunoprecipitation). Data was relative to mock-IP (IgG). (E) A series of p53 deletion mutants which were flag-tagged was treated as in (A), and association was detected by anti-Flag. Up represents successful expression of p53 deletion mutants. Down represents in vitro transcribed biotinylated MEG3 RNA was incubated with HEK293 cell extract which was transfected with p53 deletion mutants and associated proteins were detected by anti-Flag.

### MEG3 regulates the expression of partial p53 target genes

The most significant function of p53 is to act as a transcription factor that directly or indirectly regulates many target genes. To quantify further analysis of the functional mechanism of MEG3, we constructed SK-Hep–1 hepatoma cell lines that stably over-expressed MEG3 (Fig 3A). 

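MEG3 RNA was not above background in SK-Hep-1 cells without plasmid (detection p of 0.939) or in the line with empty pcDNA3.0 (detection p of 0.953). In the line with pcDNA3.0-MEG3 its scaled signal was 6043, at least 605-fold above the pcDNA3.0 line. GAPDH, a glycolytic enzyme and the reference gene of the paper's qRT-PCR, had scaled signals of 6094 with pcDNA3.0 and 5712 with pcDNA3.0-MEG3, a log2 ratio of -0.09. RNA of SK-Hep-1, an established human cell line, was hybridised to the Illumina Human HT-12 V4.0 BeadChip, which reports the brightness of beads carrying a probe for each transcript. Of the 5 arrays, the comparison uses the line with pcDNA3.0 and the line with pcDNA3.0-MEG3. The other arrays held SK-Hep-1 without plasmid (control), and pcDNA3.0-MEG3 cells with a negative control (NC) siRNA or with a MEG3 siRNA. The paper describes stable lines selected with 1000 μg/ml G418, while the sample labels give 48 h of plasmid and 48 h of siRNA. The authors subtracted the background and scaled each array to a common average intensity. Each array has 34551 rows, with a median unprocessed signal between 50.7 and 56.6. The background was read from the detection p of each row, at 42.0 to 46.9 on the 5 arrays, and subtracted, and each array was scaled to the average intensity of a virtual sample, as in the methods, which was taken here as the mean of the 5 arrays. Between 9789 and 10856 rows per array had a detection p under 0.01. Values below the lowest signal detected on an array (6.34 to 11.35 after scaling) were set to it before log2. Ratios against undetected genes are mostly written as at least, and are bounds only for values set in this way. The brightest row stood for each of 19603 named genes, and a gene counted as measured when detected on at least 1 of the arrays compared. With 1 array per condition there is no replicate error and no p-value, and differences are described by their size alone.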

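Between the pcDNA3.0-MEG3 line and the pcDNA3.0 line, 1233 of 8799 measured genes were at least 2-fold higher and 603 were at least 2-fold lower. Among genes detected on both arrays, the highest ratios belonged to CSRP1, a LIM domain protein (log2 ratio 5.48), ALPL, an alkaline phosphatase (4.01), and IL6, an inflammatory cytokine (3.86). The lowest belonged to SNAR-A1, a small noncoding RNA of a family of near-identical copies (-3.19), and to GINS2 (-3.11), RAD54L (-2.92), CDT1 (-2.86) and CDC45 (-2.82), which act in DNA replication or recombination. CSRP1 and ALPL were also lower in the pcDNA3.0 line than in SK-Hep-1 control (-3.24 and -3.07), and SNAR-A1 was higher there (2.07). In the MEG3 line against that control they were at 2.23, 0.93 and -1.12. Lines that do not differ in MEG3 plasmid also differed: 394 genes were at least 2-fold higher and 517 at least 2-fold lower in pcDNA3.0 than in SK-Hep-1 control. The median log2 ratio of all measured genes between the MEG3 and pcDNA3.0 lines was 0.12. Of the genes past 2-fold, 67.2% were higher, against 56.3% after quantile normalization and 52.8% after normexp background correction with quantile normalization, where 508 genes were higher and 455 lower.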

In order to investigate which p53 target genes were affected by MEG3, we compared the differential genes between stable SK-Hep–1 cell line overexpressed MEG3 and control SK-Hep–1 cell line transfected with pcDNA3.0 by mRNA expression microarray analysis. 

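All 19 Table 1 genes named on the arrays were at least 2-fold higher in the pcDNA3.0-MEG3 line than in the pcDNA3.0 line, and all 13 Table 2 genes were at least 2-fold lower. IL6 had the highest ratio of the Table 1 genes detected on both arrays. DDIT4, an inhibitor of mTOR signalling (log2 ratio 3.03), CXCL8, the chemokine listed as IL8 (2.83), BTG1, an antiproliferative protein (2.61), GDF15, a stress-induced cytokine (2.14), and TP53INP1, a p53-inducible nuclear protein (1.79), were also higher. In Table 2, the S-phase genes MCM2 (-2.18), MCM7 (-2.03), POLD1 (-2.15), TYMS (-1.84), LIG1 (-1.77) and TK1 (-1.41) and the mitotic cyclin CCNB1 (-1.63) were lower. The smallest Table 2 change was that of THBS1, an inhibitor of angiogenesis (-1.12). The median log2 ratio was 1.95 over the Table 1 genes and -1.91 over the Table 2 genes. Against SK-Hep-1 control in place of pcDNA3.0, all 32 were again past 2-fold in the same direction, with medians of 1.76 and -1.58. LRIG1, CEBPA and TP53I11 were not above background in the pcDNA3.0 line (detection p of 0.422, 0.209 and 0.137), so that LRIG1 was at least 3.89-fold and CEBPA at least 3.72-fold higher and TP53I11 had a log2 ratio of at least 1.26. These limits depend on the processing. With normexp and quantile normalization the log2 ratios were 1.01, 0.77 and 0.46, and CEBPA and TP53I11 were within 2-fold. E2F2 was not above background in the MEG3 line (detection p of 0.0558) and was 11.7-fold lower. Its signal of 13.96 there was above the lowest detected signal, so that this is no bound. The log2 ratio of E2F2 was -3.55, against -2.48 with normexp and quantile normalization. The study chose these genes on these arrays, so the counts are not independent evidence of their direction. ABCC3 and BIRC3 were not analysed here.

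**Figure D1:**
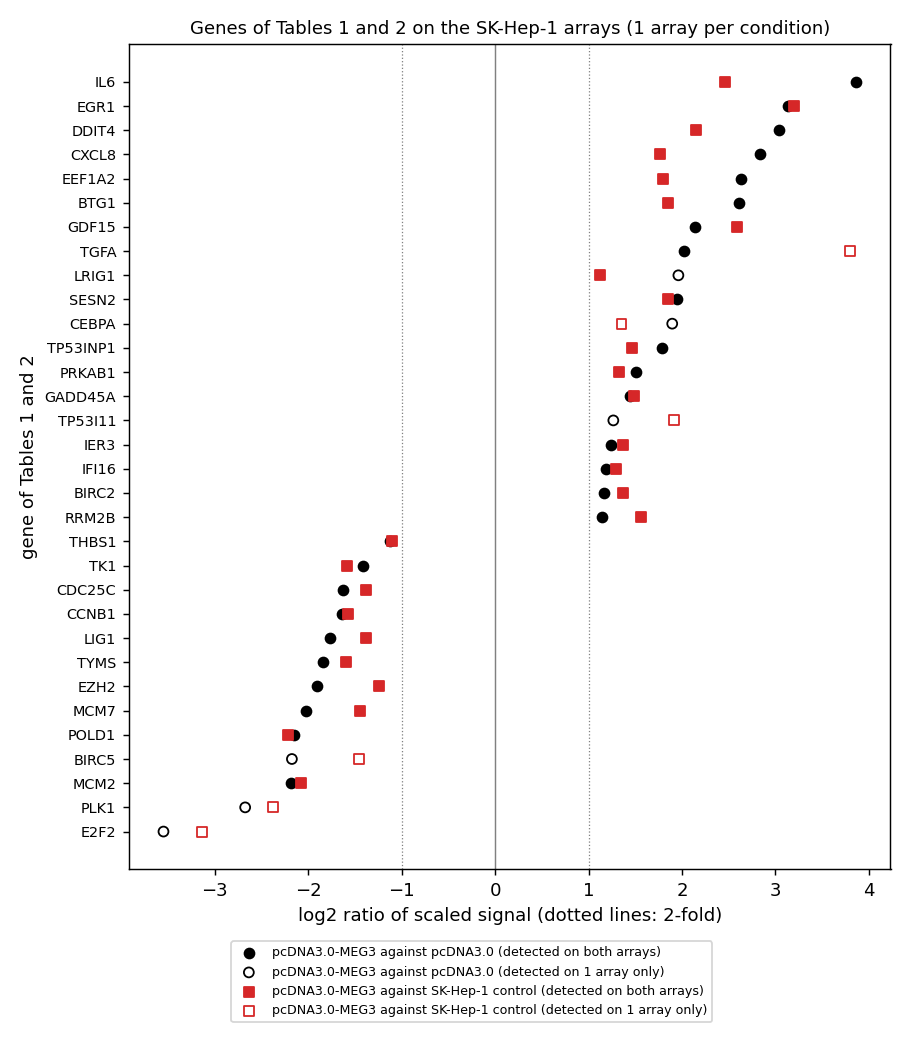
Log2 ratio of scaled signal (horizontal axis) for each gene of Tables 1 and 2 (vertical axis), in the pcDNA3.0-MEG3 line against pcDNA3.0 (circles) and against SK-Hep-1 control (squares), 1 array per condition. Open symbols mark genes with a detection p under 0.01 on 1 of the arrays only, and the dotted lines mark 2-fold; all 19 genes of Table 1 lie to the right of them and all 13 genes of Table 2 to the left.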

Through bioinformatics analysis of microarray data, compared with 287 p53 target genes whose data come from transcriptional regulatory element database (TRED) [25, 26], we found 34 of these p53 target genes showed consequent changes in gene expression in stable cell line overexpressing MEG3 (Tables 1 and 2) including 21 up-regulated genes which principally involved in negative regulation of apoptosis, cell death, cell cycle and cell proliferation and 13 down-regulated genes which mainly participated in positive regulation of cell cycle and DNA replication. For example, GADD45A which is a p53-responsive stress protein leads to growth arrest and functions as tumor- and autoimmune suppressors [27]; CDC25C phosphatase which triggers cellular entry into mitosis is a target for transcriptional downregulation by p53 and this repression can be shown to contribute to p53-dependent growth arrest [28]. 

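GADD45A had a scaled signal of 471 in the pcDNA3.0 line and 1277 in the pcDNA3.0-MEG3 line, 2.71-fold higher (log2 ratio 1.44). SK-Hep-1 cells without plasmid had 454, close to the pcDNA3.0 line. CDC25C had 69.7 in the pcDNA3.0 line and 22.5 in the pcDNA3.0-MEG3 line, 3.09-fold lower (log2 ratio -1.63), and 58.5 in SK-Hep-1 control. The row of CDC25C was taken as several probes.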

Using qRT-PCR, we validated the changes in the cellular levels of part of p53 target genes (Fig 3B and Figure A in S1 File.). The results showed that GADD45A, EGR1, SESN2 and TGFA were up-regulated in SK-Hep–1 after overexpression of MEG3, which is consistent with the microarray data. Moreover, to further identify whether the regulations of these genes by MEG3 depended on p53, we used siRNA-p53 to knock down p53 level and validate the changes of these genes by RT-qPCR (Fig 3C). 

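On the arrays, EGR1, an immediate-early transcription factor, had a scaled signal of 490.2 in the pcDNA3.0-MEG3 line and 55.9 in the pcDNA3.0 line, 8.78-fold higher. SESN2, a stress-induced regulator of mTOR signalling, had 213 and 55.3, 3.85-fold higher. TGFA, the growth factor ligand of the EGF receptor, had 88.2 and 21.7, 4.07-fold higher. With normexp background correction and quantile normalization the ratio of TGFA was 2.36-fold. In pcDNA3.0-MEG3 cells with NC siRNA TGFA had 41.9, 1.93-fold above pcDNA3.0, while EGR1 was 6.54-fold and SESN2 3.43-fold above. In SK-Hep-1 cells without plasmid EGR1 had 53.3 and SESN2 59.1, while TGFA was not above background (detection p of 0.124).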

The results showed that MEG3 overexpression could not regulate genes level after knockdown p53. All these data suggest that MEG3 not only affects p53 stability but regulates, at least in part, the transactivation of selected p53 target genes.

**Fig 3:**
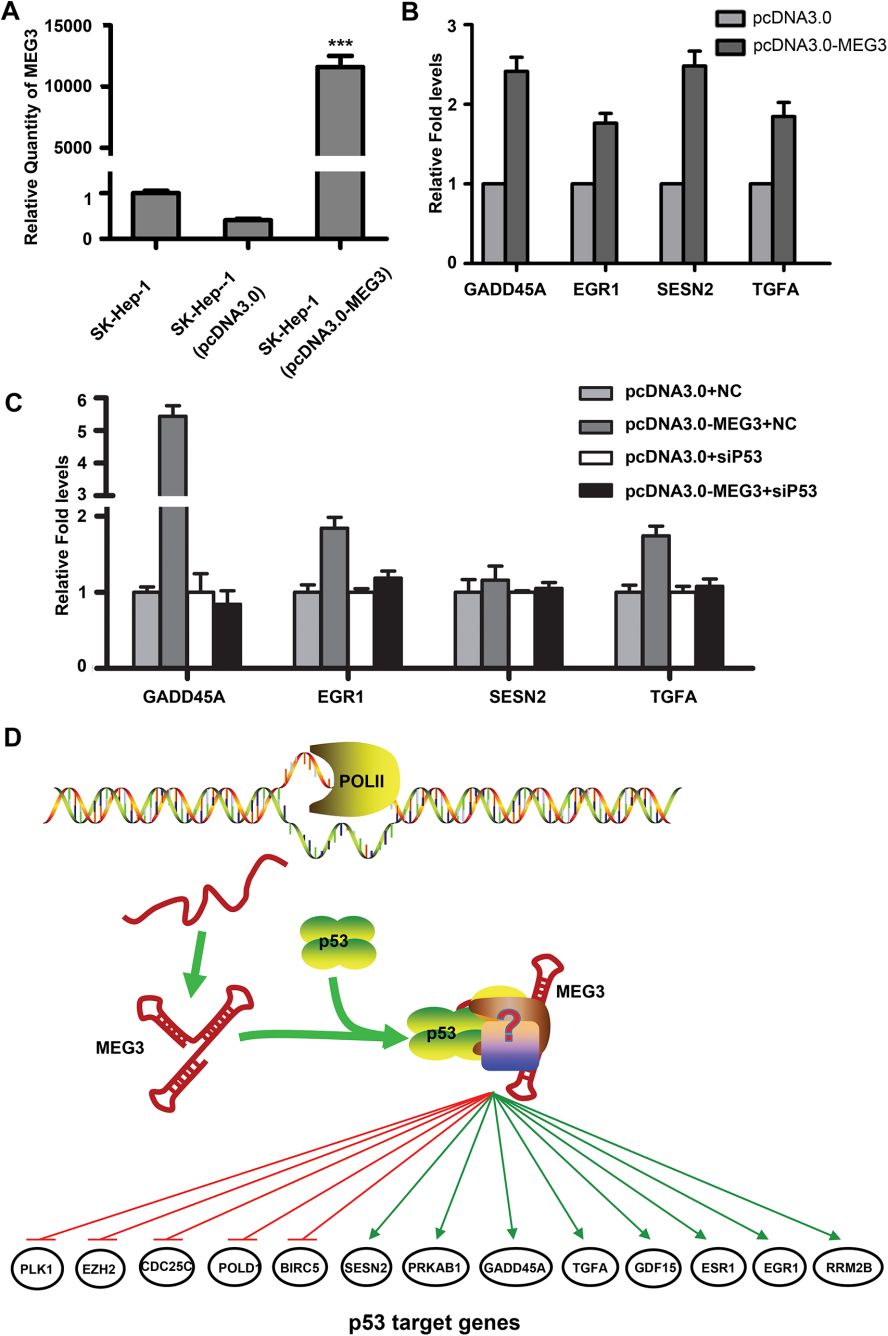
MEG3 regulated part of p53 target genes. (A) SK-Hep–1 hepatocellular carcinoma cell lines with stably expression of MEG3 were determined by qRT-PCR. The value are means of three independent experiments ±SD, *** P<0.001. (B) Expression of GADD45A, EGR1, SESN2 and TGFA was examined by qRT-PCR and normalized to GAPDH. The bars represent the relative fold change of these genes in SK-Hep–1 after transfection with pcDNA3.0-MEG3 compared with blank vector pcDNA3.0. (C) Expression of GADD45A, EGR1, SESN2 and TGFA was examined by qRT-PCR and normalized to GAPDH after knockdown p53 level in HepG2 cells. The bars represent the relative fold change of these genes in HepG2 cells after co-transfection of pcDNA3.0 and NC, pcDNA3.0-MEG3 and NC, pcDNA3.0-MEG3 and sip53, pcDNA3.0 and sip53, respectively. (D) A schematic diagram illustrating how MEG3 can function as tumor suppressor through interactions with p53.

### MEG3 is down-regulated in HCC tissues and inhibits the growth of hepatoma cells

To identify MEG3 that is altered in expression in HCC, we detected the expression levels of MEG3 in 23 pairs of HCC tissues and adjacent non-tumor tissues. The results showed that MEG3 were remarkably reduced twofold or more in 14 HCC samples compared with the adjacent non-tumoral samples, and not detected in the other 3 HCC samples (Fig 4A). To assess the functional consequences of deregulated MEG3 expression, we transfected hepatoma cells with MEG3 expressing vector (pcDNA3.0-MEG3), and detected its ability to inhibit cell growth by cell-counting kit–8 assay. The results indicated that overexpression of the MEG3 in HepG2 cells resulted in a decrease in cell growth rate compared with the control vector (Fig 4B). Moreover, enforced expression of MEG3 resulted in suppression of colony formation in SK-Hep–1 and HepG2 (Fig 4C). Taken together, these results demonstrated that MEG3 can inhibit the proliferation of human hepatoma cells. Next, to determine why MEG3 can inhibit hepatoma cell growth, cell cycle and apoptosis were analyzed by flow cytometry. The results showed that there was no significant change in cell cycle distribution of HepG2 cells transfected with MEG3 compared with control vector (data was not shown). The analysis of apoptosis indicated that ectopic expression of MEG3 could enhance serum starvation induced apoptosis in HepG2 cells (Fig 4D).

**Fig 4:**
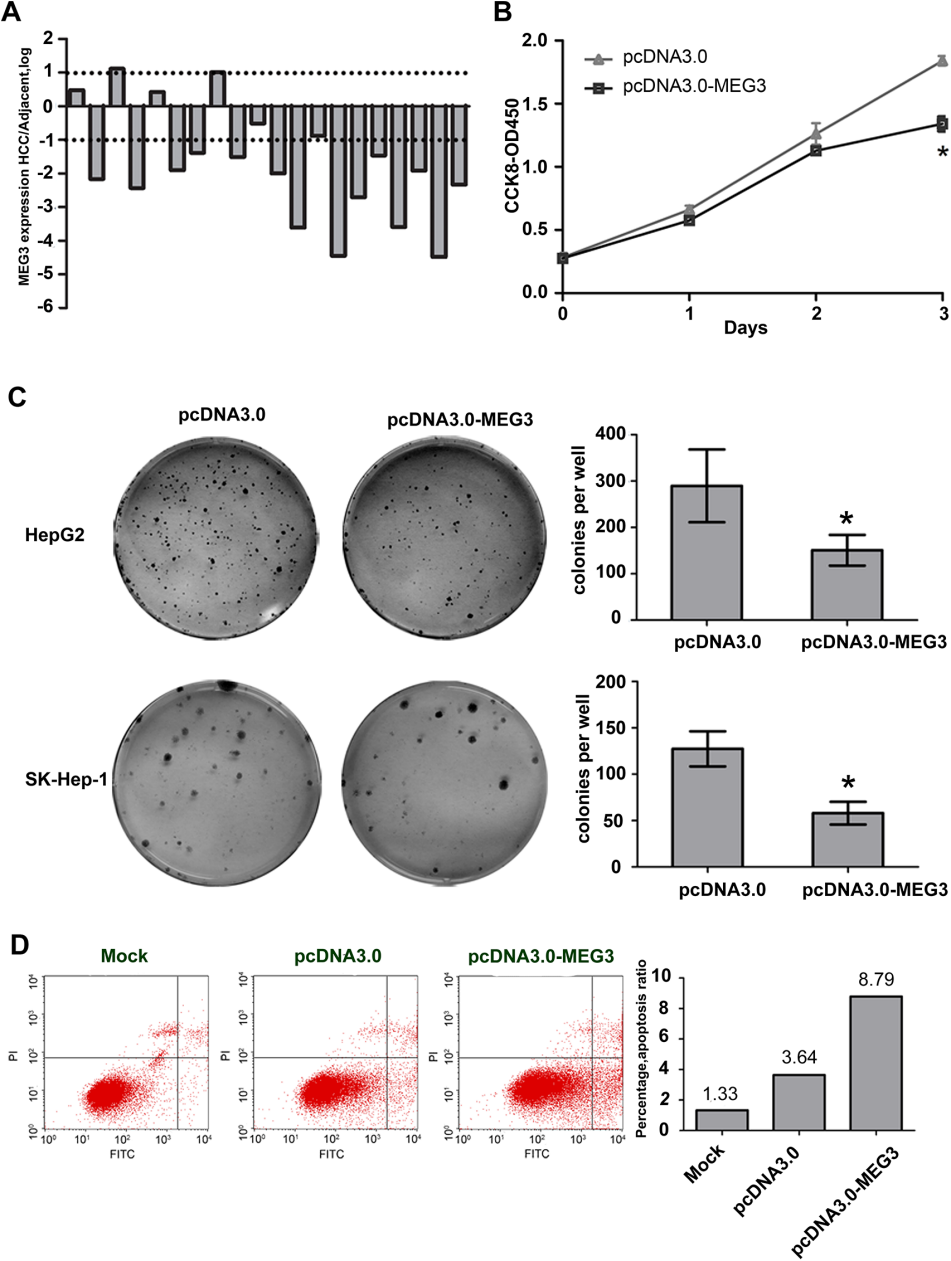
Overexpression of MEG3 inhibited growth of hepatoma cells and induces cell apoptosis. (A) MEG3 was remarkably reduced in HCC tissues. Reduced and undetected samples account for 82% and 13% of the total samples. Total RNA was extracted from human HCC and adjacent nontumorous tissues with Trizol. Expression of lncRNA MEG3 was examined by qRT-PCR and normalized to GAPDH. The bars represent the ratio of MEG3 between HCC and adjacent nontumorous tissues (log scale). (B) The effects of MEG3 on viability of cells were detected by using Cell Counting Kit–8. The value are means of three independent experiments ±SD, * P<0.05. (C) The effects of MEG3 on cell growth were detected by using colony formation assay in HepG2 and SK-Hep–1. The value are means of three independent experiments ±SD, * P<0.05. (D) Ectopic expression of MEG3 induced cell apoptosis. Cell apoptosis distribution of HepG2 cells transfected with pcDNA3.0 or pcDNA3.0-MEG3 after serum-starved for 24 hours. The apoptotic rates of cells were detected by flow cytometry. This experiment was independently performed at least three times and the change tendency is the same. One of the results was shown in Figure.

## Discussion

In this study, we have identified that ectopic expression of *MEG3* gene in human tumor cells significantly inhibits proliferation and induces apoptosis. Moreover, overexpression of MEG3 resulted in increasing of p53 protein and activated its transcription activity. Furthermore, we found that MEG3 could interact with DBD of p53, and play regulatory roles.

Normally, half-life of p53 is short according to the degradation mediated by ubiquitin complex [29]. We observed that overexpression of MEG3 significantly stabilized p53 expression which leads to an increased level of p53 protein. Therefore, it is likely that MEG3 activates p53 through inhibition of p53 ubiquitination and blockage of p53 degradation. Y zhou *et al*. have found that MDM2 expression was repressed by MEG3, suggesting that down-regulation in MDM2 protein levels contributes to p53 activation by MEG3 [22]. Meanwhile, there is other possible mechanism by which MEG3 activates p53. A dizzying number of cofactors involved in the pathway of p53 network coordinate with p53. Indeed, as the most in-depth transcription factor, p53 tetramer associated with multiple regulators binds to its response elements where it could recruit myriad of transcriptional co-regulators such as chromatin remodeling complexes, histone modifying enzymes, and components of transcription machinery to modulate activity of RNA polymerase at target loci [30]. So it is possible that MEG3 which can be folded into a complicated structure can act as co-activator of p53 to activate its transcriptional activity. While p53 is active as a homotetramer whose tetramerization is pivotal for its function and plays a vital role in the regulation of p53 activity [31], it is possible that MEG3 contributes to the tetramization of p53 leading to activation of p53.

The results of RIP, RNA pulldown and deletion mapping demonstrated the direct interaction between MEG3 and DNA binding domain of p53 is responsible for the direct association of p53 with MEG3. The architecture of p53 protein contains three major domains: N-terminal transactivation domain (TAD), central sequence-specific DNA binding domain (DBD), and C-terminal regulator region containing oligomerization domain (OD)[32]. Disruption of p53 pathway occurring in a variety of cancers correlated with the tumorigenic mutants that are defective in DNA binding and consequently lose the function of transcriptional activation [33]. Therefore, it is clear that DBD is essential for the activity of p53 to bind specific response element. According to our result that DBD of p53 is responsible for the direct association with MEG3, it would lead to inhibition of p53, however, we observed that MEG3 enhance transcriptional activity of p53. Thus, we speculated that this is a dynamic process in cells that the compound which is formed by association of p53 and MEG3 was recruited to the specific target gene, then MEG3 dissociated and p53 started to activate target gene.

In this article, it is intriguing that although p53 protein level was increased after ectopic expression of MEG3, results showed that part of p53 target genes were varied, such as GADD45A, EGR1, SESN2 and TGFA. 

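Of 33 measured genes on a list of p53-activated genes, 7 were at least 2-fold higher in the pcDNA3.0-MEG3 line than in the pcDNA3.0 line, 1 was at least 2-fold lower and 25 lay within 2-fold. PHLDA3, an inhibitor of AKT signalling (log2 ratio 1.17), and DRAM1, a regulator of autophagy (1.28), were higher, as were 5 genes of Table 1. FAS, a death receptor, was lower (-1.18), and DDB2, a DNA damage recognition protein, had a log2 ratio of -0.84. Against SK-Hep-1 control PHLDA3 was at 0.59, DRAM1 at 0.60 and FAS at -0.13, all within 2-fold. Over the whole list, 7 of 32 measured genes were at least 2-fold higher against that control and 1 was lower. Of all genes measured against pcDNA3.0, 14.0% were at least 2-fold higher and 6.85% lower. BBC3, a proapoptotic BCL2 family member, had 0.93 and BAX 0.35. CDKN1A, the cyclin-dependent kinase inhibitor p21, had scaled signals of 1561 and 1940, a log2 ratio of 0.31. Its row was taken as several probes, whose combined detection p was 0.0244 and 0.0232, and did not enter the count. MDM2, the ubiquitin ligase of p53, was not detected at that threshold on either array (detection p of 0.0152 and 0.129). The median of the list was 0.35, at percentile 93.7 of 10000 random lists of as many genes matched on mean signal. Without the genes of Tables 1 and 2, which the study chose on these arrays, the median was 0.26 over 28 genes, at percentile 78.0. The median of the whole list was 0.19 with normexp background correction and quantile normalization, and 0.54 against SK-Hep-1 control, at percentile 99.7. For NC siRNA against SK-Hep-1 control it was 0.34, at percentile 99.4, and for NC siRNA against pcDNA3.0 it was 0.08, at percentile 88.7. These values of the whole list keep the Table genes, which were chosen in this MEG3 line. The list without them was not examined in these other comparisons, so their percentiles are not independent of that choice. The paper proposes that MEG3 regulates the transactivation of selected p53 targets. Its evidence includes the change of part of the p53 target genes and its absence after knockdown of p53 in HepG2 cells. The paper's p53 reporter, p53 stability and RNA binding assays are further evidence.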

The p53 transcriptional program is regulated in a stimulus-specific fashion [34, 35], whereby distinct subset of p53 target genes are induced in response to different stimulation [30]. Therefore, it is possible that interaction between MEG3 and p53 alters p53 binding propensity which may be due to the primary, secondary or senior structure of MEG3. GADD45A, a p53-regulated and DNA damage responsive gene, plays an important role in suppressing cell proliferation, mediating cell cycle arrest, promoting apoptosis, inducing DNA repair, and stabilizing genomics [36]. TGFA, a direct target gene of p53, encodes a growth factor that is a ligand for the epidermal growth factor receptor, which activates a signaling pathway for cell proliferation, differentiation and development [37]. These genes have been associated with many types of cancers. Tumor suppression of MEG3 may be implemented by the function of these target genes of p53.

P53 is a crucial tumor suppressor which is involved in preventing cancer through acting as a transcription factor to regulate its target genes [38–40]. In this article, we first found that lncRNA MEG3 could interact with p53 protein to activate p53 target genes. Association between a transcription factor and lncRNA is not yet the first discovery, as previous studies have found that lncRNA PANDA could interact with the transcription factor NF-YA to limit expression of pro-apoptotic genes under DNA damage [41]. Though there were many studies on the regulatory mechanism of p53 function before, lncRNA involved in the regulation of p53 function is a wholly novel field. How to build the relationship among lncRNA, protein and chromatin remains to be studied. Our data proposed a hypothesis that the association of p53 and MEG3 formed a compound to enhance stability of p53, and the compound was recruited to the specific target gene according to the selectivity of MEG3 sequence or structure, then MEG3 dissociated and p53 started to activate target gene to play a tumor suppressor role (Fig 3D).

## Supporting Information

S1 File Figure A- Deregulated p53 target genes in stable SK-Hep–1 cell line overexpressed MEG3. Expression of p53 target genes was examined by qRT-PCR and normalized to GAPDH. The bars represent the relative fold change of downregulated genes (CDC25C, PLK1, EZH2, BIRC5) in stable SK-Hep–1 cell line transfection with overexpression vector pcDNA3.0-MEG3 compared with stable SK-Hep–1 cell line transfection with blank vector pcDNA3.0 and SK-Hep–1;**Table A-** Clinical Characteristics of the Patients; **Table B-** Primers used for qRT-PCR.
(DOCX)

# Supplementary material for: Long Noncoding RNA MEG3 Interacts with p53 Protein and Regulates Partial p53 Target Genes in Hepatoma Cells
**Source:** PLoS One. 2015 Oct 7;10(10):e0139790. doi: 10.1371/journal.pone.0139790
**Supplement:** S1 File — Expression of p53 target genes was examined by qRT-PCR and normalized to GAPDH. The bars represent the relative fold change of downregulated genes (CDC25C, PLK1, EZH2, BIRC5) in stable SK-Hep–1 cell line transfection with overexpression vector pcDNA3.0-MEG3 compared with stable SK-Hep–1 cell line transfection with blank vector pcDNA3.0 and SK-Hep–1;Table A- Clinical Characteristics of the Patients; Table B- Primers used for qRT-PCR.

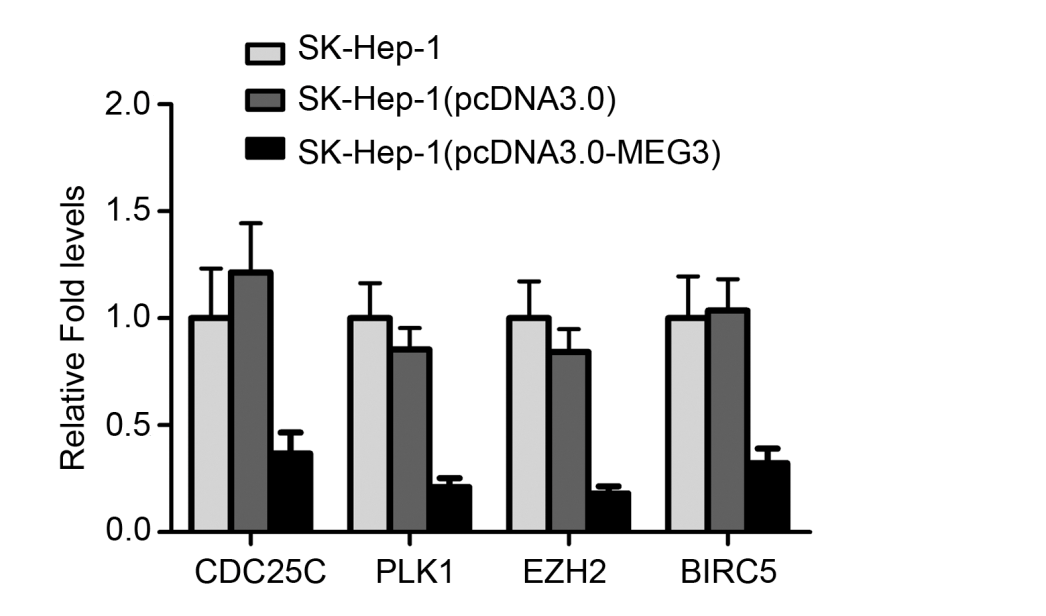

**Figure A.** Deregulated p53 target genes in stable SK-Hep-1 cell line overexpressed MEG3. Expression of p53 target genes was examined by qRT-PCR and normalized to GAPDH. The bars represent the relative fold change of downregulated genes (CDC25C, PLK1, EZH2, BIRC5) in stable SK-Hep-1 cell line transfection with overexpression vector pcDNA3.0-MEG3 compared with stable SK-Hep-1 cell line transfection with blank vector pcDNA3.0 and SK-Hep-1.

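The arrays measured the 4 genes of Figure A in the same kinds of cells, with 1 array each. PLK1, a mitotic kinase, had a scaled signal of 51.9 in SK-Hep-1 control and 63.8 with pcDNA3.0. With pcDNA3.0-MEG3 it had 9.99, not above background (detection p of 0.158) and 6.38-fold lower than with pcDNA3.0. EZH2, the methyltransferase of Polycomb complex PRC2, had 98.0, 155 and 41.4 in that order. BIRC5, the apoptosis inhibitor survivin, had 269.7, 442 and 98.0, in a row taken as several probes with a combined detection p of 0.140 on the pcDNA3.0-MEG3 array. Relative to SK-Hep-1 control, the level in the pcDNA3.0-MEG3 line was 0.385 for CDC25C and 0.422 for EZH2, and BIRC5 was 2.75-fold lower. The signals of PLK1 and BIRC5 with pcDNA3.0-MEG3 were above the lowest detected signal of that array, so that their ratios are not bounds. Neither signal was detected there, however, and the ratio of PLK1 depends on the processing. Against pcDNA3.0 its log2 ratio was -2.67, but -1.49 with normexp and quantile normalization and -1.62 with an offset of 16 in place of the floor. For BIRC5 these values were -2.17, -2.08 and -2.01. Figure A gives qRT-PCR levels normalized to GAPDH, whereas the array values are scaled to the mean signal of each array.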

How the deposited data were processed for this re-analysis (not part of the article)

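Gene expression was measured on 5 Illumina Human HT-12 V4.0 arrays of SK-Hep-1 cells, 1 array for each condition: SK-Hep-1 control, pcDNA3.0, pcDNA3.0-MEG3, pcDNA3.0-MEG3 with NC siRNA and pcDNA3.0-MEG3 with MEG3 siRNA. The paper's array text names the pcDNA3.0 and pcDNA3.0-MEG3 lines.

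The deposited unprocessed table gives an intensity per row and array from the authors' BeadStudio software, before background subtraction. The deposited detection p-value gives the share of negative control beads brighter than the row. The authors also deposited a normalized intensity per row, which is a straight line of the unprocessed one on every array (Pearson r of 1.00000 across rows), with a background of 42.1 to 46.9 subtracted and a factor of 0.939 to 1.22. In that table the column medians were 8.40, 9.04, 9.60, 11.1 and 10.4 in the order above, and the values are linear and not centred. The scaling is the average normalization named in the methods. The version of BeadStudio is not given in the sources used here.

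The analysis started from the unprocessed intensity. The mean of the negative controls was read from the detection p-values, which on rows of 1 probe are multiples of 1 over 770. About 22.8% of rows had other detection p-values and were taken as means over several probes of a gene with a combined p. After subtraction, each array was scaled to the mean of the 5 arrays, values were raised to the lowest scaled signal with a detection p under 0.01 on that array, and log2 was taken. Signal over background limits the precision: 28.3% to 31.4% of rows were detected per array.

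Rows were named from the platform annotation, updated through the RefSeq gene table of GRCh38.p14. Of 34551 rows, 20609 had 1 gene symbol, 8 had several and were not named, and 13934 had none listed. These gave 19603 genes, each represented by its row with the highest mean signal. ABCC3, BIRC3 and ACTB were not named and not analysed here. No coordinates are given, since the sources used here name no genome build for the arrays.

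Genes were described by size: at least 2-fold, with a detection p under 0.01 on at least 1 of the arrays compared. The methods' paired t-test was not run, because there is 1 array per condition. The genes named are those of Tables 1 and 2 (whose values were seen beforehand), MEG3, MDM2, ESR1 and GAPDH, the 10 highest and 10 lowest ratios of MEG3 against pcDNA3.0 and the 5 highest and 5 lowest of MEG3 siRNA against NC siRNA among genes detected on both arrays, and the 2 highest and 2 lowest members of a list described. CDKN1A, BAX, BBC3 and further members of the p53-activated list, and the other members of lists that are named, were added after their values were seen. The gene lists cover p53-activated genes, G2/M, DNA replication, immediate-early, NF-κB and inflammatory, interferon, ATF4 stress, endoplasmic reticulum chaperones, cholesterol synthesis, hypoxia, apoptosis regulators, TGF-β targets, mesenchymal, epithelial, hepatocyte, endothelial and leukocyte markers, ribosomal proteins, housekeeping genes and the DLK1-MEG3 locus. The lists, the rule for named genes, the comparisons and the alternatives were set before the data were examined, except where stated. A list's median was set against 10000 random lists of the same size, matched on mean signal in 20 bins.

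The counting was tested on simulated arrays of the MEG3 against pcDNA3.0 comparison with 19603 genes. Of 98 measured genes changed by 1.5 on the log2 scale, 81 were past 2-fold, as were 96 of 100 changed by 2.5 and 72 of 8406 unchanged genes. Both simulated arrays started from the pcDNA3.0 signals, with noise of SD 0.261 (log2) per array. The last count is therefore no false rate for the real arrays. There, 6.52% of measured genes were past 2-fold for NC siRNA against no siRNA and 10.6% for pcDNA3.0 against SK-Hep-1 control. Alternatives were the authors' normalized values, normexp with an offset of 16 and quantile normalization (limma 3.58.1 in R 4.3.3), quantile normalization, median scaling, other detection rules, an offset of 16 in place of the floor, other treatments of several probes, SK-Hep-1 control in place of pcDNA3.0 and a 1.5-fold threshold. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 was used for the rest.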

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

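The tests of explanations in this part were all chosen after the values were seen; the gene lists were not. The values concern arrays that the paper does not report on, or medians of gene lists fixed here. Several lists hold genes of Tables 1 and 2, and the paper itself places its lower genes in the cell cycle and DNA replication. By flow cytometry of HepG2 cells, another line, it reports that MEG3 left the cell cycle distribution without significant change. It also reports slower growth of HepG2 cells and fewer colonies of HepG2 and SK-Hep-1 cells with MEG3. Without the Table genes, the lists that hold them kept the sign of their medians between the MEG3 and pcDNA3.0 lines. Each flagged median lies in a tail of random lists matched on signal. It is also larger in size than in a comparison without the treatment. That comparison is pcDNA3.0 against SK-Hep-1 control for the MEG3 line, and NC siRNA against no siRNA for MEG3 siRNA. In pcDNA3.0 against SK-Hep-1 control G2/M was itself at percentile 100, replication at 98.2, and NF-κB and interferon at 0. The immediate-early, ATF4, chaperone, TGF-β and mesenchymal lists lay in no tail there. A tail position alone does not mark an effect of the treatment.

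The scaled signal of MEG3 was 6919 with NC siRNA and 4690 with MEG3 siRNA, 32.2% lower, on arrays the paper does not report. Without siRNA it was 6043, and the level with MEG3 siRNA was 0.776 of that. MEG3 RNA thus stayed far above the control arrays, where it was at background.

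Genes of mitosis and DNA replication were lower in the pcDNA3.0-MEG3 line than in the pcDNA3.0 line, with a median log2 ratio of -1.38 over 41 G2/M genes, 34 of them at least 2-fold lower (KIF20A -2.55; 18 of 41 against SK-Hep-1 control), and of -1.77 over 41 DNA replication genes, 33 of them at least 2-fold lower (GINS2 -3.11; 31 of 42 against that control). Scaling is argued against, since the median of both lists together was -1.46 or lower under 4 scalings. So is a high level in the pcDNA3.0 array as the whole cause: against SK-Hep-1 control the median was -1.18, although pcDNA3.0 lay 0.39 above that control (0.60 for G2/M alone). The level of MEG3 RNA stays open: with MEG3 siRNA against NC siRNA the median was a further -0.64, carried by the G2/M list, since the replication list alone was at -0.06 with 2 of 33 genes at least 2-fold lower and 1 higher, and the siRNA left 67.8% of the MEG3 signal with NC siRNA. Against no siRNA the median of both lists was -0.96. The replication list alone was at -0.47 there, with 6 of 36 genes at least 2-fold lower and 1 higher, NC siRNA itself being at -0.37. Other differences between the lines cannot be told apart from the plasmid, since there is 1 array of 1 MEG3 line without siRNA.

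NF-κB and inflammatory genes were higher in the pcDNA3.0-MEG3 line, with a median log2 ratio of 2.12 and 16 of 17 measured genes at least 2-fold higher. IL1A was at least 108-fold and IL1B at least 39.4-fold higher, both undetected in the pcDNA3.0 line, where the list lay at -1.40 against SK-Hep-1 control; in the MEG3 line against that control IL1A was 3.84-fold and IL1B 1.39-fold higher. A low pcDNA3.0 array is argued against as the whole cause, because the median against SK-Hep-1 control was 1.14, with 9 of 16 genes at least 2-fold higher. Whether the list follows the level of MEG3 RNA stays open: the median was -0.77 for MEG3 siRNA against NC siRNA and -0.73 against no siRNA, but these values were known before the question was put, with 1 array each and 1 siRNA. Differences between the lines other than the plasmid were not tested for this list.

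The G2/M list alone had a median of -0.87 with MEG3 siRNA against NC siRNA, with 9 of 35 genes at least 2-fold lower, and -1.20 against no siRNA. Of ATF4 stress genes, 12 of 22 were at least 2-fold higher in the MEG3 line (median 1.15; CHAC1 at least 11.1-fold), and the median with MEG3 siRNA was -0.20 against NC siRNA and -0.16 against no siRNA, the latter at percentile 11.7. Of interferon genes, 10 of 18 were at least 2-fold higher (median 1.14, against -0.80 for pcDNA3.0 over SK-Hep-1 control), and the median with MEG3 siRNA was 0.39 against NC siRNA and 0.06 against no siRNA. The median was 0.82 over 14 immediate-early genes, 5 of them at least 2-fold higher (EGR1 3.13, KLF4 3.01). The endoplasmic reticulum chaperone list had a median of -0.57, with SDF2L1 2.82-fold lower. XBP1, a transcription factor that the list also holds, was 2.96-fold higher. TGF-β targets had a median of 1.01 over 12 genes (ID3 3.36; ID2 -1.64 but 0.68 against SK-Hep-1 control, which pcDNA3.0 exceeded by 2.32), which was -0.34 over the genes detected on both arrays. Mesenchymal genes had a median of 0.70 over 14 genes, but 0.18 against SK-Hep-1 control, at percentile 63.6 of random lists. With MEG3 siRNA, the median of the 5 measured epithelial genes was 0.53 against NC siRNA and turned to -0.24 against no siRNA, NC siRNA itself being at -0.45.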

How the results depend on the processing

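The signal filter and the lists without Table genes were chosen after seeing the data. No paired analysis was possible because each condition has 1 array. All 32 Table genes measured were past 2-fold in the study's direction under the main setting, against 29 with normexp and quantile normalization, 31 with an offset of 16 and 26 of 26 detected on both arrays. Of the genes of Tables 1 and 2 and those with the highest and lowest ratios, none past 2-fold changed sign. Under the alternatives, 410 values moved from the main value by less than the spread of NC siRNA against no siRNA, and 52 by more. Several alternatives leave most single-gene values unchanged or nearly so by construction, so that 410 is no measure of stability. They are the authors' normalized values, which repeat the main scaling, and the other detection and probe rules. Of 80 genes past 2-fold in a wider set that holds examples of the gene lists, 3 changed sign, each against SK-Hep-1 control: ID2 (0.68), CLDN7 (-0.26) and CD74 (-0.17). Signal over background limits the ratios of dim genes, for which the floor or offset enters the value.

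Genes at least 2-fold higher (1233) numbered 508 with normexp and quantile normalization, 688 when detected on both arrays, 787 with the offset and 2378 at 1.5-fold; genes at least 2-fold lower (603) numbered 394 with the offset and 1311 at 1.5-fold. Of 27 measured Table genes, 16 moved back with MEG3 siRNA, 7 by at least 1.5-fold.

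The authors' normalized values repeat the main scaling, so that part of the agreement counted next was fixed in advance. Under the alternatives, 148 list medians moved from the main median by less than the spread of random lists, and 36 by more. Another 2, whose main medians lay farther than that spread from 0, changed sign. In all 13 medians changed sign, and the other 11 are of the cholesterol, hypoxia and ribosomal lists, whose main medians lay within that spread of 0. The cause was not tested. With normexp and quantile normalization they were 1.41 (Table 1), 0.19 (p53-activated), 1.5 (NF-κB), 0.72 (interferon), 0.98 (ATF4), 0.073 (apoptosis) and 0.44 (TGF-β). With quantile normalization they were 1.69 (Table 1), 1.84 (NF-κB), 0.11 (apoptosis) and 0.75 (TGF-β). With the offset they were 1.55 (Table 1), -1.62 (Table 2), -1.21 (G2/M), -1.56 (replication), 1.8 (NF-κB) and 0.66 (TGF-β). With detection p under 0.05 they were 2.81 (NF-κB) and 0.83 (interferon). Over genes detected on both arrays they were 1.76 (NF-κB), 0.92 (interferon) and 0.98 (ATF4), and TGF-β turned to -0.34. Against SK-Hep-1 control they were 1.76 (Table 1), -1.58 (Table 2), 0.54 (p53-activated), -0.94 (G2/M), -1.5 (replication), 1.14 (NF-κB), 0.77 (interferon), -0.36 (chaperones), -0.69 (cholesterol), 0.60 (apoptosis) and 0.18 (mesenchymal), and epithelial turned to -0.30. The interferon median was 0.79 with the signal filter. Without Table genes, immediate-early was 0.61 and ATF4 0.91.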

Differences from the paper's values

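The detection p column of Table 2 gives the paper's values of 0.0013 for PLK1 and E2F2 and 0 for BIRC5. On the pcDNA3.0-MEG3 array the detection p was 0.158 for PLK1, 0.0558 for E2F2 and 0.140 for BIRC5. On the SK-Hep-1 control array it was 0.0013 for PLK1 and E2F2 and 8.43e-07 for BIRC5, the values that the paper prints for these 3 genes, to its number of decimals. The detection p was taken as deposited and does not depend on the scaling. Of the 32 genes, 28 have on the pcDNA3.0-MEG3 array and 20 on the SK-Hep-1 control array the detection p that the paper prints. For these counts all values, also a printed 0, were compared to about the decimals of 0.0013. Beside these 3 genes, the one that differs on the pcDNA3.0-MEG3 array is EEF1A2 of Table 1, with the paper's 0.0013 against 0 here, both under 0.01.

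The qRT-PCR level of EGR1 relative to pcDNA3.0 is the paper's about 1.8 in Fig 3B, read by eye, against 8.78 on the arrays, and all alternatives set before the data were examined also differ. SESN2 is about 2.5 in Fig 3B, read by eye, against 3.85; the values lie within 1.5 times of each other with normexp and quantile normalization, quantile normalization, median scaling and the offset, and not with the authors' normalized values or the other detection and probe rules. TGFA is about 1.8 in Fig 3B, read by eye, against 4.07. They lie within 1.5 times with normexp and quantile normalization and under no other alternative. The array ratio of TGFA also depends on the array of the MEG3 line. With NC siRNA the MEG3 line had ratios to pcDNA3.0 of 1.93 for TGFA, 3.43 for SESN2 and 6.54 for EGR1. EZH2 relative to SK-Hep-1 is about 0.18 in Figure A, read by eye, against 0.422, and all alternatives differ. These set an array ratio beside a qRT-PCR ratio.

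Fig 3D draws ESR1 as a gene that MEG3 turns up. ESR1 was not above background on the pcDNA3.0 or the pcDNA3.0-MEG3 array (detection p of 0.482 and 0.451) and gives no ratio. The other 12 genes drawn in Fig 3D were past 2-fold in the direction drawn.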

Other observations

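The counts over all genes past 2-fold were chosen after the values were seen. In pcDNA3.0-MEG3 cells, 13 of 18 measured Table 1 genes had a lower signal with MEG3 siRNA than with NC siRNA, with a median log2 ratio of -0.30 at percentile 0.03 of random lists. CXCL8 was at -1.42, GADD45A at -0.95 and IL6 at -0.95, while IFI16 was at 0.93 (0.18 against no siRNA). Of 9 measured Table 2 genes 3 had a higher signal, and the median was -0.10 at percentile 10.4. Over all genes at least 2-fold higher in the MEG3 line and measured on the siRNA arrays, 374 of 1074 had a lower signal with MEG3 siRNA, against 2607 of 6388 genes within 2-fold. Among genes detected on both siRNA arrays, the lowest ratios were those of CREBRF (-2.02), SMIM13 (-1.91), AXL, a receptor tyrosine kinase (-1.85), IL24 (-1.83) and SLC36A1 (-1.80), and the highest those of SCG2 (2.33), COL5A1 (1.89), PRSS23 (1.85), PRDX4 (1.68) and SH3PXD2B (1.65). The last 4 of these were low with NC siRNA itself: NC siRNA against no siRNA was at -1.01 for COL5A1, -0.95 for PRSS23, -1.44 for PRDX4 and -1.06 for SH3PXD2B. MEG3 siRNA against no siRNA was at 2.51 for SCG2, 0.88 for COL5A1, 0.89 for PRSS23, 0.24 for PRDX4 and 0.60 for SH3PXD2B, and between -1.12 (SLC36A1) and -2.18 (SMIM13) for the 5 lowest.

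A comparison that shares no array with MEG3 against pcDNA3.0, pcDNA3.0-MEG3 with NC siRNA against SK-Hep-1 control, had 18 of 18 measured Table 1 genes and 13 of 13 Table 2 genes in the study's direction (15 and 13 at least 2-fold). Of genes at least 2-fold lower in the MEG3 line, 496 of 528 were lower there (312 at least 2-fold), and of genes at least 2-fold higher, 769 of 1039 were higher (320 at least 2-fold). The cells are of the same MEG3 line. For NC siRNA against no siRNA the median of all measured genes was -0.22, with 88 genes at least 2-fold higher and 468 at least 2-fold lower. The ribosomal protein list was at 0.26 there. The NC siRNA array had the lowest mean unprocessed signal (165, against 183 to 200 on the others) and the fewest detected rows (9789). With 1 array, the siRNA and the array cannot be told apart. Every comparison of MEG3 siRNA against NC siRNA uses this array.

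Ribosomal protein genes had a median log2 ratio of -0.02 between the MEG3 and pcDNA3.0 lines (0.05 with quantile normalization) and housekeeping genes -0.15. Cholesterol synthesis genes had 0.01, hypoxia genes -0.02, apoptosis regulators 0.34 and the 5 measured epithelial genes 0.44. Against SK-Hep-1 control the cholesterol list was at -0.69 (percentile 0, with 5 of 14 genes at least 2-fold lower), hypoxia genes at 0.06, apoptosis regulators at 0.60 (percentile 98.2) and epithelial genes at -0.30. The apoptosis list holds genes of Tables 1 and 2, which were kept here. Of the hepatocyte markers named here, ALB alone was detected (scaled signal 22.4 with pcDNA3.0 and 15.3 with pcDNA3.0-MEG3). Endothelial markers measured were ENG (-0.92) and ROBO4 (at least 3.14-fold higher), and leukocyte markers were CD68 (0.51) and CD74 (1.00), which were at -0.71 and -0.17 against SK-Hep-1 control. At the DLK1-MEG3 locus, DIO3 was detected on the pcDNA3.0 array (detection p of 0.00909) and not on the pcDNA3.0-MEG3 array (0.0195).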
